A study of Homo sapiens with 96 samples. Its data were reported in "Integrated Genotoxicity Testing of three anti-infective drugs using the TGx-DDI transcriptomic biomarker and high-throughput CometChip® assay in TK6 cells" (2022).

How the data were processed

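RNA from TK6 cells, a human lymphoblastoid line with intact p53, was measured on the NanoString nCounter, which counts fluorescent barcodes on probes hybridised to each transcript without amplification. The panel held the 64 genes of the TGx-DDI biomarker, a set used to tell DNA damage-inducing agents from other agents, in 96 samples that formed 32 groups of 3. The test chemicals were nitrofurantoin (NIT, in DMSO), metronidazole (MTZ, in acetic acid, HOAC) and novobiocin (NOV, in water). NIT and MTZ were given at 8 concentrations in steps of about a doubling from 2 to 250 µM, and NOV at these and at 500 µM. The control agents were bleomycin (BL), ionising radiation (IR) and caffeine (CA). The vehicle groups were DMSO, HOAC, a water group named for NOV (H20-NOV) and a further water group (H2O).

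The deposited values are signal, that is barcode counts normalised by the authors in nSolver Analysis 4.0 on a linear scale, with background subtracted and a floor of 1. Low values within a sample (above 8 and below 400) lay on an even grid. All 2273 of 2273 such values were on it within a tolerance of 0.1 of a step, where chance would place 20%, so that 1 factor per sample had been applied. The step ran from 0.6002 to 2.1876. Raw counts were not recovered, because the grid did not start at 0. Dividing by the step gave total counts of 135555 to 394206 per sample (median 226675), which is the depth behind the values, short of the subtracted background. Of 6144 values, 36 were at the floor. The 8 housekeeping genes named in the labels (TFRC, PPIH, PGK1, NONO, LDHA, HPRT1, GUSB and G6PD) had no values in the deposited table, so their levels could not be described and a further division by them, planned as an alternative, was not run.

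Gene symbols are printed as deposited. Of the 64 symbols, 53 were current names, 8 were older names with 1 current match (C12orf5 is TIGAR, FAM123B is AMER1, USP41 is USP41P, HIST1H1E is H1-4, HIST1H2BB is H2BC3, HIST1H2BM is H2BC14, HIST1H2BN is H2BC15 and HIST1H3D is H3C4), and 3 histone names (HIST1H2BC, HIST1H2BG and HIST1H2BI) had several matches in the NCBI gene names for GRCh38.p14. Probe positions were not in the files, so no coordinates are given. The 8 histone genes belong to families of near-identical copies, and which copies each probe counted is uncertain. ARRDC4, PCDH8, SEMG2 and USP41 had means under 20 over all samples, near the floor, and their fold changes depend on the pseudocount.

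Replicates of each group were compared with sampling noise, over genes with a summed count of at least 40, in 96 pairs. In 2 pairs the spread was no larger than sampling noise at a threshold of 0.05: DMSO replicates 1 and 2 (chi-squared per degree of freedom 1.12, p = 0.246, 59 degrees of freedom) and NIT 3.9 µM replicates 1 and 3 (1.10, p = 0.275). Each of these pairs was merged into 1 sample, which left 94 samples, with n = 2 for DMSO and for NIT 3.9 µM and n = 3 for the other groups. The labels do not say whether the replicates were separate cultures, so the p-values measure a spread between samples that may be technical.

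Values were compared as log2(value + 1) with limma 3.58.1 (lmFit, contrasts.fit and eBayes) in R 4.3.3. All 94 samples entered 1 fit with a mean per group and 62 residual degrees of freedom, and the median residual SD was 0.087 on the log2 scale. P-values were adjusted by Benjamini-Hochberg over the 64 genes within each comparison, with a threshold of 0.05, and all tests were two-sided. Fold changes are on the scale of value + 1, errors of log2 changes are SE, and errors of group means are SD. Each chemical was compared with its vehicle, BL, IR and CA were compared with H2O (the labels do not name their vehicle), and the vehicles were compared with each other. Differences between chemicals at matched concentrations were tested as the difference of their effects. Concentration trends were slopes of log2(value + 1) on log2(concentration) over the treated samples of a chemical, fitted in limma. For results across comparisons that share a control, 1000 simulated data sets with no effect gave the overlap, correlation and covariance that the shared control alone produces, and the overlap of independent lists was the product of the counts of the comparisons over 64, which leaves out the shared control.

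Lists of genes were tested with fry in limma, adjusted by Benjamini-Hochberg over the lists within a comparison; fry tests whether the genes of a set move one way on balance and does not compare them with other genes. The lists were p53 targets (24 measured), with subsets for cell cycle arrest (5), apoptosis and survival (7), DNA repair and nucleotide supply (2) and feedback (2); replication-dependent histones (8); mitosis and cell cycle (3); immediate stress response (6); endoplasmic reticulum and Golgi (5); AMPK subunits (2); and genes of other tissues (3). A B lineage list had TNFRSF17 as its 1 measured member. Likeness to BL and IR was the Pearson correlation of log2 changes across the 64 genes, which are not independent replicates.

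Named genes were chosen by a rule fixed, with the groups, tests, lists and most alternatives, before the data were examined. In each comparison they were up to 12 genes that rose and up to 12 that fell with the largest log2 changes among those with an adjusted p below 0.05 whose treated samples all lay on one side of all control samples, and in trends up to 8 per direction. CDKN1A, MDM2, GADD45A, BTG2, PPM1D, DDB2, RRM2B and TP53I3 and the 8 housekeeping genes were in the selection whatever their values. The text does not print every selected gene in each comparison, so the absence of a gene is not a result. For differences of effects the sample criterion could not be applied.

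The alternatives were a pseudocount of 10, only the 60 genes with a mean of at least 20, each sample centred on its own median, only the groups compared in the fit, a trended variance in eBayes, replicate number as a block, each replicate left out in turn, other vehicle groups as the control, trends without the highest concentration, and Spearman's rho for likeness. Counting all 96 samples separately, using H2O as the control for MTZ, and using the 3 other vehicles as the control for MTZ in the differences between chemicals were added after the data were seen. The centring assumes that the middle of the panel did not change, which need not hold for a panel chosen to respond to DNA damage, so it is given beside the values as deposited. On simulated data with 50 repeats, limma called 1.1% of unchanged genes for BL against H2O and recovered 58.8%, 90% and 97.6% of genes changed by 0.2, 0.4 and 0.8 on the log2 scale. For the difference between the NOV and MTZ effects the values were 1%, 34.4%, 76% and 92.8%, and for NIT against DMSO 1.4%, 52.4%, 85.2% and 95.2%. A slope of 0.2 was recovered in 98.6% of genes (1.3% false). The fry test called the p53 list in 6% of data sets with no change and in 100% of those with a change of 0.2. The simulated samples differed by independent noise alone, with no shift shared by the samples of a group. These shares therefore leave out differences between untreated groups, such as the 49 genes between the 2 water groups. Tables were prepared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.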

Results

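Transcripts of the 64 TGx-DDI biomarker genes were counted in TK6 cells after exposure to nitrofurantoin (NIT), metronidazole (MTZ), novobiocin (NOV), 3 control agents or a vehicle. Each of the 32 groups held 3 samples, and after the merging of 2 replicate pairs that agreed within sampling noise, DMSO and NIT 3.9 µM had n = 2. The total count per sample, after background subtraction and before scaling, lay between 135555 and 394206. The design asked which biomarker genes each chemical moved, at which concentrations, and how like the change was to that made by agents that damage DNA. The panel had been chosen in earlier work for its response to such agents, so a majority of responding genes after them is no independent evidence.

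Bleomycin (10 µM), a drug that breaks DNA strands, was compared with the H2O group to show the response to a known damaging agent. The targets of p53, the transcription factor that responds to DNA damage, rose together. CDKN1A, which halts the cell cycle, rose from 2308.5 ± 142 normalised counts in H2O to 12441 ± 271 after BL (SD, n = 3 each), a log2 change of 2.43 ± 0.079 (SE, limma adjusted p = 5.92e-39), with 3 of 3 treated samples above every control. TP53I3, an oxidoreductase of the p53 apoptosis pathway, was 5.24-fold higher and MDM2, the ligase that degrades p53, had a log2 change of 2.15. BTG2 (1.93), PHLDA3 (1.83), SERTAD1 (1.66), GADD45A (1.57), RRM2B (1.54), PPM1D (1.49) and ITPKC (1.47) also rose. LCE1E, a gene of the skin barrier, rose by 2.07 ± 0.149.

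Of the 24 measured p53 targets, 24 were higher after BL (24 adjusted over the list alone), with a mean log2 change of 1.31 (fry, Benjamini-Hochberg adjusted p = 5.86e-54). The cell cycle arrest genes (5 of 5, mean 1.65), the apoptosis and survival genes (7 of 7, mean 1.17, or 3 higher and 1 lower relative to the sample medians), the repair and nucleotide supply genes DDB2 and RRM2B (mean 1.41), the feedback genes MDM2 and PPM1D (mean 1.82) and both AMPK subunits (mean 1.11) rose. In the immediate stress response list 4 genes rose and 1 fell, namely ID2 (-0.34). CENPE, a motor protein of mitosis, fell by 0.36 (adjusted p = 4.33e-07). Of the 8 histone genes, 5 fell and 3 did not pass the test (5 adjusted over the list alone), with a mean log2 change of -0.14 and HIST1H2BM lowest among them at -0.29. In total 38 genes rose and 12 fell. BL moved the median of the samples by 0.69 on the log2 scale, and relative to it 22 genes were higher and 28 lower, the p53 targets by 0.62 on average (16 higher, 1 lower), CDKN1A by 1.74 and MDM2 by 1.46, CENPE by -1.04 and the histones by -0.83 on average, while the means of the mitosis list and of the endoplasmic reticulum and Golgi list turned from 0.13 and 0.22 to -0.56 and -0.47. The control mattered in addition: against H20-NOV the mean of the p53 targets was 0.48 and TP53I3 was at -0.34, and against DMSO the mean of the histones was 0.059.

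Ionising radiation (4 Gy) raised the same list of p53 targets, 24 of 24 (24 adjusted over the list alone), with a mean log2 change of 1.47 (fry adjusted p = 9.17e-58). Against H2O TP53I3 rose the most, from 314 ± 47.6 to 3409 ± 197 normalised counts (SD, n = 3 each, 10.9-fold, log2 change 3.45 ± 0.062, limma adjusted p = 8.24e-54). LCE1E (2.77), MDM2 (2.51), CDKN1A (2.38), RRM2B, a subunit of ribonucleotide reductase (1.97), BTG2 (1.89), PHLDA3 (1.86), ITPKC (1.73), DDB2, which recognises damaged DNA (1.64), TRIM22 (1.53), ACTA2 (1.45), PPM1D (1.29) and GADD45A (1.09) rose as well. CENPE fell from 1461 ± 6.3 to 503 ± 58.4 normalised counts (log2 change -1.54 ± 0.062). All 8 histone genes fell (8 adjusted over the list alone), with a mean log2 change of -0.55 (fry adjusted p = 2.04e-30), led by HIST1H2BM (-0.81), HIST1H2BI (-0.67) and HIST1H2BB (-0.66). B3GNT2, a Golgi glycosyltransferase, fell by 0.63. In total 39 genes rose and 18 fell. The stress list rose on balance (4 higher, 2 lower, mean 0.73), AMPK subunits rose (mean 1.19), and the 3 genes of other tissues gave 2 higher (mean 1.35). Those 2 were LCE1E and ACTA2, which are also on the p53 list. The mitosis list gave 1 higher and 1 lower (mean -0.29). The endoplasmic reticulum and Golgi list gave 2 higher and 3 lower, with a mean of 0.11 and a median of -0.28. Relative to a shift of 0.50 in the sample medians, 33 genes were higher and 24 lower, the p53 targets by 0.97 and the histones by -1.05 on average. Against H20-NOV the mean of the p53 targets was 0.65 and GADD45A was at -0.12. TP53I3 stood at 2064.5 ± 111 normalised counts in H20-NOV (SD, n = 3), so its 10.9-fold change rested on H2O. MDM2, CDKN1A and BTG2 rose more than TP53I3 against H20-NOV.

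The effects of IR and BL differed directly in 38 genes, of which 15 were higher after IR and 23 lower. CENPE was lower after IR by a log2 difference of -1.18 ± 0.062 (adjusted p = 3.04e-26), HIST1H2BM by -0.52, IKBIP by -0.55 and GADD45A by -0.48. TP53I3 (1.06), LCE1E (0.70), ACTA2 (0.65) and RRM2B (0.43) were higher after IR. Across the 64 genes the changes after BL and IR had a Pearson r of 0.952. Sharing the H2O group alone gave 0.471 in simulated data, and with separate water controls r was 0.774. The covariance was 0.769, beside 0.0167 in simulated data. Both agents raised 38 genes in common and lowered 12. Independent lists of these sizes would share 23.2 and 3.4, which leaves out the shared H2O samples. Unchanged groups simulated against shared controls had 0.002 and 0.001 in common on average and at most 1. The simulated groups held no shift between cultures or runs.

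**Figure D1:**
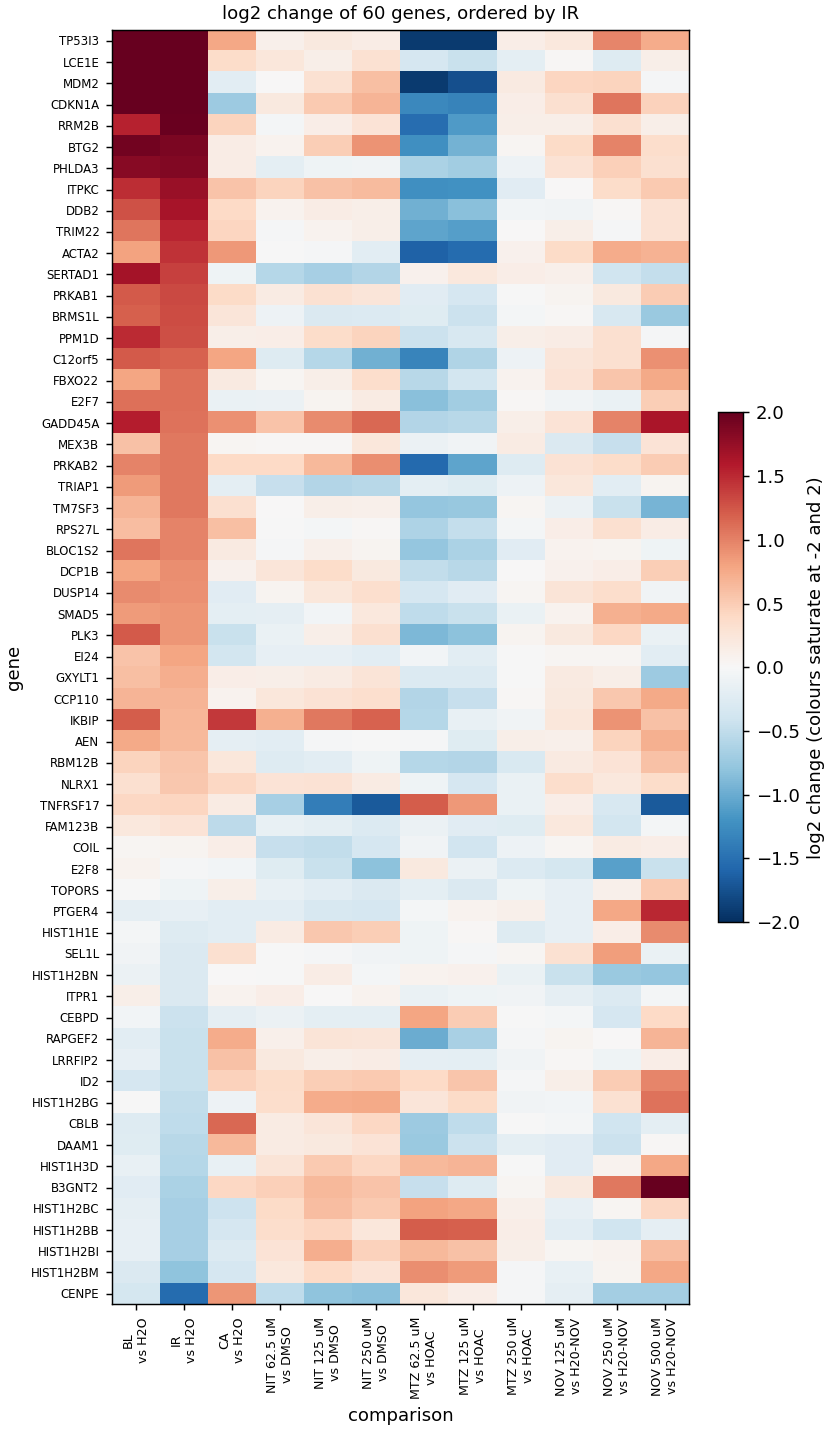
Log2 changes (colour, limited to -2 and 2) of the 60 biomarker genes with a mean of at least 20 normalised counts, ordered by their change after IR, in 12 comparisons. CENPE and the histone genes lie at the lower end, and TP53I3, LCE1E, MDM2 and CDKN1A at the upper end.

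Caffeine (2 mM) was the control agent that does not damage DNA. Its changes were smaller and went both ways among the p53 targets, of which 13 rose, 5 fell and 6 did not pass (18 adjusted over the list alone). CDKN1A fell from 2308.5 ± 142 to 1390.5 ± 45.4 normalised counts (SD, n = 3 each, log2 change -0.73 ± 0.079, limma adjusted p = 1.08e-12), while GADD45A rose by 0.91 ± 0.048 and TP53I3 by 0.77. IKBIP rose from 50.6 ± 9.8 to 136 ± 24.4 normalised counts (1.42), and CBLB, a ubiquitin ligase (1.15), CENPE (0.89), ACTA2 (0.87), C12orf5, the TIGAR phosphatase (0.80), RAPGEF2 (0.74) and RPS27L (0.60) rose too. FAM123B (-0.52), PLK3 (-0.45), EI24 (-0.37) and MDM2 (-0.22) fell. Of the histones, 7 of 8 fell (7 adjusted over the list alone, mean -0.23), HIST1H2BC by -0.41. Of the endoplasmic reticulum and Golgi list 4 of 5 rose (mean 0.25), as did both AMPK subunits (mean 0.39). Of the mitosis list CENPE alone passed (mean 0.30, median 0.063), and the stress list gave 2 higher and 1 lower (mean 0.17, median 0.026). The mean of the p53 targets was 0.23 (fry adjusted p = 2.09e-14), and that of the cell cycle arrest genes -0.052 (adjusted p = 0.131). In total 28 genes rose and 15 fell, and centring changed these to 22 and 18. Against H20-NOV the mean of the p53 targets turned to -0.60, with TP53I3 at -1.95, GADD45A at -0.30, the endoplasmic reticulum and Golgi list at -0.15, the stress list at -0.063 and the AMPK subunits at -0.09. Against DMSO the p53 targets turned to -0.32 and the endoplasmic reticulum and Golgi list to -0.165, and the histones did not pass (mean -0.029, fry adjusted p = 0.371). Across the 64 genes r with BL was -0.028 and with IR -0.027, where the shared H2O group alone gave 0.459 and 0.466 in simulated data. The covariances were -0.01 and -0.012, beside 0.0161 and 0.0167 in simulated data. BL and CA raised 20 genes in common (16.6 for independent lists, leaving out the shared H2O samples), lowered 4 (2.8) and moved 14 in opposite directions, and for IR and CA the counts were 20 (17.1), 7 (4.2) and 16.

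The vehicle groups were compared to show how far the baselines of the chemicals were apart. The 2 water groups, both without a test agent, differed in 49 genes. TP53I3 was higher in H20-NOV (2064.5 ± 111) than in H2O (314 ± 47.6 normalised counts, SD, n = 3 each), a log2 difference of 2.72 ± 0.062 (6.61-fold, limma adjusted p = 1.9e-47). LCE1E (2.28), TRIM22 (1.34), RRM2B (1.33), GADD45A (1.21), ACTA2 (1.10), PHLDA3 (1.03), DDB2 (1.02), CDKN1A (0.92), RPS27L (0.90), BTG2 (0.59) and MDM2 (0.53) were higher as well, and CEBPD (-0.57) and TNFRSF17, a receptor of the B lineage (-0.44), were lower. Of the p53 targets 23 of 24 were higher in H20-NOV (23 adjusted over the list alone, mean 0.83, fry adjusted p = 3.27e-43) and none passed in the other direction, and 7 of 7 apoptosis and survival genes were higher (mean 0.91). The histones were higher in 6 genes and lower in 1 (7 adjusted over the list alone, mean 0.13), which became 1 higher and 2 lower (mean -0.010) relative to a shift of 0.14 in the sample medians. In all 42 genes were higher and 7 lower, or 26 and 11 relative to that shift, with the p53 targets at 0.69 on average.

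HOAC was compared with the 8 samples of the other vehicles. By the root mean square of log2 differences it lay 0.648 from DMSO, 0.72 from H20-NOV and 0.891 from H2O. The 2 water groups lay 0.701 apart by the same measure. TNFRSF17 was lower in HOAC (174 ± 14.1, n = 3, against 583 ± 99.2, n = 8, normalised counts, SD, log2 difference -1.75 ± 0.068, limma adjusted p = 5.7e-34). C12orf5 (1.54), RAPGEF2 (1.47), ITPKC (1.45), MDM2 (1.41), BTG2 (1.25), PRKAB2, an AMPK subunit (1.15), RRM2B (0.90) and CDKN1A (0.86) were higher, and HIST1H2BB (-1.02), HIST1H2BC (-0.87) and HIST1H2BM (-0.86) lower. The cell cycle arrest genes were higher in 5 of 5 (mean 0.75), the apoptosis and survival genes lower in 5 and higher in 2 (mean -0.071, fry adjusted p = 9.56e-08, or 6 lower and 1 higher with a mean of -0.44 relative to the sample medians), and the histones lower in 7 of 8 and higher in 1 (8 adjusted over the list alone, mean -0.54). The p53 targets went both ways (16 higher, 6 lower, 22 adjusted over the list alone), with a mean of 0.31 that turned to -0.053 (9 higher, 10 lower) relative to a shift of 0.37 in the sample medians. The mean depended on the vehicle. Their level in HOAC (10.09, log2) was above those in H2O (9.32) and DMSO (9.87) and below that in H20-NOV (10.15). In all 35 genes were higher and 18 lower, or 18 and 28 relative to that shift. The stress list (5 higher, 1 lower, mean 0.28) and the endoplasmic reticulum and Golgi list (4 higher, mean 0.31) were higher as deposited and at -0.082 and -0.057 relative to it. Both repair genes (mean 0.60), both feedback genes (mean 0.78) and 1 of 2 AMPK subunits, PRKAB2 (mean 0.57), were higher, while relative to the shift the feedback genes and the AMPK subunits each gave 1 higher and 1 lower; the mitosis list had a mean of -0.002 and a median of 0.012 (fry adjusted p = 0.0121). DMSO differed less from the water groups, with 23 genes higher and 9 lower (5 and 12 relative to a shift of 0.15), among them PTGER4, a prostaglandin receptor (0.80), the calcium channel ITPR1 (0.80), RAPGEF2 (0.40), HIST1H2BB (-0.38), HIST1H2BN (-0.38) and NLRX1 (-0.37). The histones were lower in 7 of 8 (7 adjusted over the list alone, mean -0.26), and 10 p53 targets were higher and 1 lower (11 adjusted over the list alone, mean 0.13, or 3 higher and 3 lower with a mean of -0.014 relative to the shift). Without the merged DMSO sample the count fell to 21 genes. These counts set DMSO against the mean of the water groups. Taken singly, it differed from H2O in 45 genes and from H20-NOV in 34. Its mean level of the p53 targets (9.87, log2) was above that of H2O (9.32) and below that of H20-NOV (10.15).

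Nitrofurantoin, a nitrofuran antibiotic, moved 46 genes at 250 µM against DMSO, of which 34 rose and 12 fell. GADD45A, a stress gene that slows the cell cycle, rose from 1794 ± 28.1 (n = 2) to 3969 ± 32.6 normalised counts (SD, n = 3, 2.21-fold, log2 change 1.15 ± 0.054, limma adjusted p = 5.26e-29). PRKAB2 (0.93), BTG2 (0.90), CDKN1A (0.68), ITPKC (0.63), MDM2 (0.60), B3GNT2 (0.57), PPM1D (0.44) and RRM2B (0.28) rose, and IKBIP rose by 1.18 ± 0.147. TNFRSF17 fell from 674.5 ± 27.9 to 212 ± 26.7 normalised counts (log2 change -1.67 ± 0.091, adjusted p = 1.45e-25). C12orf5 (-0.95), CENPE (-0.83), the cell cycle factor E2F8 (-0.81), SERTAD1 (-0.58) and TRIAP1 (-0.56) fell. C12orf5 (TIGAR) was on none of the gene lists, so the counts of p53 targets in all comparisons leave it out. SEMG2 (2.17 ± 0.761) and USP41 (1.91 ± 0.686) rose from values near the floor.

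The histones rose after NIT 250 µM in 7 of 8 genes (7 adjusted over the list alone, mean 0.39, fry adjusted p = 1.15e-19), led by HIST1H2BG (0.76) and HIST1H2BC (0.53). With both water groups in place of DMSO their mean was 0.12 (fry adjusted p = 2.37e-07). Of the p53 targets 13 rose, 3 fell and 8 did not pass (15 adjusted over the list alone, mean 0.26, fry adjusted p = 1.39e-12). Among these, 4 of 5 arrest genes (mean 0.64) and both feedback genes (mean 0.52) rose, whereas the apoptosis and survival genes gave 2 higher and 2 lower (mean 0.071, adjusted p = 0.272) and of the repair genes 1 rose (mean 0.20). The mitosis list fell on balance (1 higher, 2 lower, mean -0.44), the stress list rose (4 higher, 1 lower, mean 0.35), as did the AMPK subunits (mean 0.59) and 2 of 5 endoplasmic reticulum and Golgi genes (mean 0.18), and the genes of other tissues gave 1 higher and 1 lower (mean 0.75, adjusted p = 0.246). At lower concentrations the response grew from 62.5 µM, with 18 genes higher and 9 lower, to 125 µM, with 30 and 10; histones rose in 7 of 8 (mean 0.25) and 8 of 8 (mean 0.52), p53 targets in 4 (3 fell, mean 0.048) and 10 (2 fell, mean 0.19). At 7.8, 15.6 and 31.3 µM, 5, 2 and 7 genes passed. With limma, 0 genes passed at 2 µM (2 at an unadjusted p under 0.05) and 0 at 3.9 µM (8 unadjusted, and 5 adjusted with all 96 samples counted separately). Across concentrations, 34 slopes were positive and 12 negative (n = 23 samples), with TNFRSF17 at -0.26 ± 0.021 per doubling (adjusted p = 1.17e-09), CENPE at -0.13, E2F8 at -0.12, C12orf5 at -0.11, SERTAD1 at -0.10 and TRIAP1 at -0.077, and IKBIP at 0.18, PRKAB2 at 0.17, GADD45A at 0.15, HIST1H2BG at 0.14 and CDKN1A at 0.11.

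**Figure D2:**
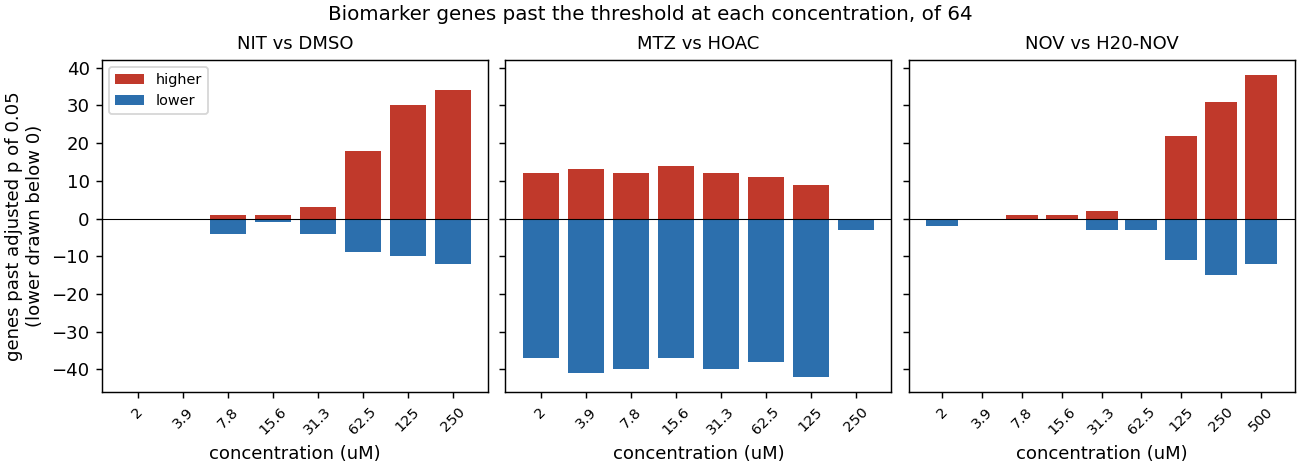
Number of the 64 biomarker genes past an adjusted p of 0.05 (limma) at each concentration in µM, higher drawn above 0 and lower below, for NIT, MTZ and NOV against their vehicles. MTZ 250 µM had 3 genes and MTZ 125 µM had 51.

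Metronidazole, a nitroimidazole antibiotic, moved few genes at 250 µM against HOAC. HIST1H1E fell from 6374 ± 312 to 5307 ± 42.7 normalised counts (SD, n = 3 each, log2 change -0.26 ± 0.045, limma adjusted p = 1.28e-05), RBM12B by -0.31 ± 0.081 (adjusted p = 0.00855) and E2F8 by -0.27 ± 0.072 (adjusted p = 0.00856). No gene rose, and 14 genes had an unadjusted p under 0.05. CDKN1A (0.13 ± 0.079, adjusted p = 0.278), MDM2 (0.19 ± 0.069, adjusted p = 0.0882), GADD45A (0.12), TP53I3 (0.14), RRM2B (0.11), PPM1D (0.11) and DDB2 (-0.057) did not pass. With limma, 0 of the 24 p53 targets passed (0 adjusted over the list alone, mean 0.018, fry adjusted p = 0.467, but 0.063 with a fry adjusted p = 0.00266 without HOAC replicate 3, and -0.021 with a fry adjusted p = 0.789 without HOAC replicate 1), 1 of 8 histones fell (4 adjusted over the list alone, mean -0.017), and of all lists the lowest adjusted p was 0.11, for the feedback genes. The means of the mitosis (-0.089), stress (0.048), endoplasmic reticulum and Golgi (0.007), AMPK (-0.14) and other tissue (0.085) lists did not pass. The count of genes rested on the control and on single samples. It was 54 against H2O and 52 against the 3 other vehicles, with p53 means of 0.79 and 0.33 and histone means of -0.58 and -0.56 (fry adjusted p = 8.33e-32 and 1.18e-34). It was 11 without HOAC replicate 3, 5 without HOAC replicate 2, 5 without MTZ 250 µM replicate 1, 1 with centring and 0 with only these 2 groups in the fit.

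At MTZ 125 µM, by contrast, 9 genes were higher and 42 lower than in HOAC. TP53I3 fell from 939 ± 27.7 to 250.1 ± 20.2 normalised counts (SD, n = 3 each, log2 change -1.91 ± 0.062, limma adjusted p = 2.59e-38). MDM2 (-1.76), ACTA2 (-1.54), CDKN1A (-1.33), ITPKC (-1.21), RRM2B (-1.14), TRIM22 (-1.10), PRKAB2 (-1.06), BTG2 (-0.95), DDB2 (-0.83), GADD45A (-0.55) and PPM1D (-0.32) were lower as well, and ARRDC4 (-2.28) was lower near the floor. HIST1H2BB (1.19), TNFRSF17 (0.87), HIST1H2BM (0.85) and HIST1H2BC (0.78) were higher. Of the p53 targets 23 of 24 were lower (23 adjusted over the list alone, mean -0.75, fry adjusted p = 6.57e-41), including 5 of 5 arrest genes (mean -0.87), 6 of 7 apoptosis and survival genes (mean -0.56), both repair genes (mean -0.99) and both feedback genes (mean -1.04), while 6 of 8 histones were higher (6 adjusted over the list alone, mean 0.57). The AMPK subunits (mean -0.70), 3 of 5 endoplasmic reticulum and Golgi genes (mean -0.28), 1 mitosis gene (mean -0.15) and 2 genes of other tissues (mean -0.74) were lower, and the stress list went both ways (2 higher, 3 lower, mean -0.075). Relative to a shift of -0.60 in the sample medians, 35 genes were higher and 13 lower, the p53 targets at -0.15 (8 higher, 10 lower) and the histones at 1.18 on average, with GADD45A at 0.056 and PPM1D at 0.28. The apoptosis and survival genes were then at 0.046 (5 higher, 1 lower), the feedback genes 1 higher and 1 lower, the mitosis list at 0.46, the stress list at 0.53 and the endoplasmic reticulum and Golgi list at 0.33. Against H2O the mean of the p53 targets was 0.019, with CDKN1A at 0.14, BTG2 at 0.58 and TNFRSF17 at -0.998, and 41 genes passed. The histones did not pass there (mean 0.006, fry adjusted p = 0.658), nor against the 3 other vehicles (mean 0.029, fry adjusted p = 0.0703).

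The lower MTZ concentrations gave 49 to 54 genes each, with 37 to 41 lower and 11 to 14 higher, or 16 to 22 lower and 24 to 34 higher relative to shifts of -0.48 to -0.64 in the sample medians. At 2 µM 21 p53 targets were lower (mean -0.87), or 13 lower and 5 higher relative to the shift, and TP53I3 was at -2.15, MDM2 at -1.93, C12orf5 at -1.85, RRM2B at -1.73, BTG2 at -1.72, CDKN1A at -1.66 and TNFRSF17 at 2.10 against HOAC. The mean level of the p53 targets was 9.22 (log2) at 2 µM, 9.34 ± 0.059 at 125 µM and 10.1 ± 0.028 at 250 µM (SD, n = 3), with 10.1 ± 0.085 in HOAC and 9.32 ± 0.03 in H2O. By the root mean square of log2 differences over the genes, MTZ lay nearer to H2O than to HOAC at 2 to 125 µM: 0.213 from H2O at 2 µM, 0.144 at 3.9 µM, 0.302 at 62.5 µM and 0.441 at 125 µM. At 250 µM it lay 0.896 from H2O (54 genes) and 0.125 from HOAC (3 genes). Across concentrations, 33 slopes were positive and 11 negative (n = 24), or 23 and 15 without 250 µM. TNFRSF17 led at -0.29 ± 0.028 per doubling (limma adjusted p = 1.11e-08). C12orf5 was at 0.26, BTG2, RRM2B and TP53I3 at 0.20, MDM2 at 0.19, CDKN1A at 0.18, RAPGEF2 at 0.15 and GADD45A at 0.10. COIL (-0.14), E2F8 (-0.11) and CEBPD (-0.11) fell. The slopes of the p53 targets named here were smaller without 250 µM. MDM2 was then at 0.025, TP53I3 at 0.037, GADD45A at 0.048, CDKN1A at 0.066, RRM2B at 0.084 and BTG2 at 0.12. TNFRSF17 (-0.21), C12orf5 (0.20) and COIL (-0.16) changed less.

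**Figure D3:**
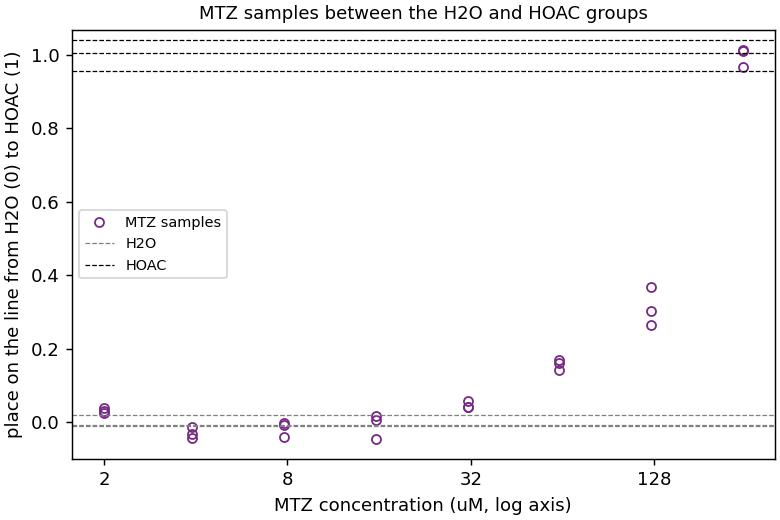
Position of each MTZ sample on the line from the H2O mean (0) to the HOAC mean (1) in log2 values of the genes, against MTZ concentration in µM; points are samples. The means were 0.03 at 2 µM, 0.157 at 62.5 µM, 0.311 at 125 µM and 0.996 at 250 µM.

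Novobiocin, an aminocoumarin antibiotic that inhibits bacterial DNA gyrase, moved 46 genes at 250 µM against H20-NOV, 31 up and 15 down. CDKN1A rose from 4357 ± 225.5 to 9195 ± 156 normalised counts (SD, n = 3 each, 2.11-fold, log2 change 1.08 ± 0.079, limma adjusted p = 1.26e-19). B3GNT2 (1.06), BTG2 (0.99), GADD45A (0.99), TP53I3 (0.98), IKBIP (0.89), SEL1L, which clears misfolded proteins from the endoplasmic reticulum (0.83), PTGER4 (0.77), ACTA2 (0.74), SMAD5 (0.71), FBXO22 (0.55), MDM2 (0.45), PPM1D (0.32) and RRM2B (0.32) rose. E2F8 fell from 1000.3 ± 90.9 to 468 ± 19.9 normalised counts (log2 change -1.09 ± 0.072, adjusted p = 9.19e-22), and HIST1H2BN (-0.75), CENPE (-0.68), MEX3B (-0.46) and TM7SF3 (-0.45) fell. Of the p53 targets 15 rose, 2 fell and 7 did not pass (17 adjusted over the list alone, mean 0.35, fry adjusted p = 8.69e-21), including 4 of 5 arrest genes (mean 0.67), 5 of 7 apoptosis and survival genes (1 fell, mean 0.42), both feedback genes (mean 0.38) and 1 repair gene (mean 0.17), with DDB2 at 0.018 (adjusted p = 0.816). The histones went both ways (2 higher, 2 lower, 4 adjusted over the list alone, mean -0.061, median 0.057, fry adjusted p = 0.0159), and relative to the sample medians 5 were lower, with a mean of -0.245. The mitosis list fell on balance (1 higher, 2 lower, mean -0.41), and the stress list gave 4 higher and 2 lower (mean 0.35), the endoplasmic reticulum and Golgi list 3 and 2 (mean 0.26), the AMPK subunits 2 higher (mean 0.28) and the genes of other tissues 1 higher (mean 0.19). Relative to a shift of 0.18 in the sample medians, 20 genes were higher and 24 lower, CDKN1A by 0.89 and E2F8 by -1.27, and the p53 targets were at 0.16 on average (13 higher, 7 lower), the stress list at 0.17, the endoplasmic reticulum and Golgi list at 0.073 (2 higher, 2 lower), the AMPK subunits at 0.10 (neither passed) and the genes of other tissues at 0.012. Against H2O the mean of the p53 targets was 1.17 and that of the histones 0.068.

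At NOV 500 µM 38 genes rose and 12 fell. B3GNT2 rose from 1801 ± 95.4 to 7151 ± 166 normalised counts (SD, n = 3 each, 3.97-fold, log2 change 1.99 ± 0.044, limma adjusted p = 3.22e-48) and GADD45A from 3010.3 ± 26.5 to 9360 ± 145 (3.11-fold). PTGER4 (1.504), HIST1H2BG (1.08), ID2 (0.98), HIST1H1E (0.95), C12orf5 (0.92), TP53I3 (0.75), CDKN1A (0.46), BTG2 (0.34), DDB2 (0.29) and RRM2B (0.12) rose, and USP41 (2.67) rose near the floor. TNFRSF17 (-1.67 ± 0.082), TM7SF3 (-0.93), HIST1H2BN (-0.77), BRMS1L (-0.74), GXYLT1 (-0.73), CENPE (-0.67) and E2F8 (-0.45) fell. MDM2 (-0.017 ± 0.069, adjusted p = 0.804) and PPM1D (-0.029 ± 0.063, adjusted p = 0.683) did not pass. Of the p53 targets 16 rose and 2 fell (18 adjusted over the list alone, mean 0.31, fry adjusted p = 1.48e-18), and of the histones 6 rose and 2 fell (8 adjusted over the list alone, mean 0.46). Arrest genes (4 of 5, mean 0.56), apoptosis and survival genes (5 higher, 1 lower, mean 0.33), both repair genes (mean 0.20), the stress list (4 higher, 1 lower, mean 0.47) and the AMPK subunits (mean 0.50) rose, the feedback genes had a mean of -0.023 (adjusted p = 0.74), the mitosis list gave 1 higher and 2 lower (mean -0.12, adjusted p = 0.848), and the endoplasmic reticulum and Golgi list gave 1 higher and 3 lower (mean 0.033, median -0.13). Compared directly, CDKN1A (-0.62 ± 0.079, adjusted p = 2.77e-10), BTG2 (-0.65), MDM2 (-0.47), PPM1D (-0.34), TNFRSF17 (-1.36), SEL1L (-0.96) and GXYLT1 (-0.84) were lower at 500 than at 250 µM, and B3GNT2 (0.93), HIST1H1E (0.83), HIST1H2BG (0.79), GADD45A (0.65) and E2F8 (0.65) were higher, in a comparison chosen after the values were seen. The other p53 targets went both ways between these concentrations, with DDB2 (0.27) and E2F7 (0.62) higher at 500 µM and TP53I3 (-0.23) and RRM2B (-0.20) lower. Against H2O, MDM2 at 500 µM was at 0.51 and PPM1D at 0.30, the mean of the p53 targets was 1.13, TP53I3 was at 3.47 and CDKN1A at 1.38.

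At NOV 125 µM 22 genes rose and 11 fell, among them MDM2 (0.43), BTG2 (0.38), CDKN1A (0.32) and HIST1H2BN (-0.44). There 13 p53 targets rose and 1 fell (14 adjusted over the list alone, mean 0.16, or 3 higher and 2 lower with a mean of 0.033 relative to a shift of 0.13), and 6 histones fell (mean -0.17). From 2 to 62.5 µM between 0 and 5 genes passed; with limma, 0 passed at 3.9 µM (3 at an unadjusted p under 0.05). Relative to the sample medians 6 genes were higher and 15 lower at 125 µM, and the count of genes that passed at any concentration below 250 µM was 35, 21 with centring and 62 against H2O. Across concentrations, 35 slopes were positive and 10 negative (n = 27), with B3GNT2 at 0.20 ± 0.032 per doubling, GADD45A at 0.17, PTGER4, TP53I3 and CDKN1A at 0.12, ID2 at 0.11 and BTG2 at 0.097, and HIST1H2BN at -0.10 ± 0.01 (limma adjusted p = 9.32e-09), TNFRSF17 at -0.12, E2F8 at -0.11, TM7SF3 at -0.079 and CENPE at -0.075. Without the highest concentration, 30 slopes were positive and 12 negative (n = 24). TNFRSF17 (-0.01, limma adjusted p = 0.557) and PTGER4 (0.048, adjusted p = 0.242) then did not pass. The slopes of B3GNT2 (0.113), GADD45A (0.098), ID2 (0.059), TM7SF3 (-0.036) and CENPE (-0.055) were smaller in size. Those of CDKN1A (0.131), BTG2 (0.122) and E2F8 (-0.133) were larger.

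NIT and MTZ both carry a nitro group on a 5-membered ring, a furan in NIT and an imidazole in MTZ, and their effects were compared at matched concentrations. At 250 µM they differed in 36 genes, 28 higher and 8 lower for NIT. GADD45A differed by 1.02 ± 0.072 (SE, limma adjusted p = 1.17e-19), IKBIP by 1.25, PRKAB2 by 1.19, BTG2 by 0.86, HIST1H2BG by 0.84, HIST1H1E by 0.75, CDKN1A by 0.54 and MDM2 by 0.41, and TNFRSF17 by -1.54, C12orf5 by -0.85 and CENPE by -0.81. For TP53I3 the difference was 0.012 (95% interval -0.18 to 0.20) and for DDB2 0.18 (-0.024 to 0.38), neither past the threshold. The p53 targets were higher for NIT in 9 and lower in 3 (11 adjusted over the list alone, mean 0.24, fry adjusted p = 2.84e-07), and the histones higher in 6 of 8 (6 adjusted over the list alone, mean 0.40). These differences rested on HOAC: with the 3 other vehicles as the control of MTZ, chosen after the values were seen, the p53 targets had a mean of -0.069, and MDM2 (-1.002), RRM2B (-0.73), BTG2 (-0.40) and CDKN1A (-0.32) were lower for NIT, while GADD45A (0.70) and the histones (mean 0.95) were higher. At the 7 lower concentrations the effects differed in 44 to 50 genes each, but there MTZ lay far from its HOAC control.

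NOV and NIT at 250 µM differed in 37 genes, 18 higher and 19 lower for NOV, or 10 and 32 relative to a shift of 0.21 in the sample medians. TNFRSF17 (1.36), C12orf5 (1.27), PTGER4 (1.10), ACTA2 (0.95), SEL1L (0.89), TP53I3 (0.82) and CDKN1A (0.40 ± 0.119, limma adjusted p = 0.00286) were higher for NOV, and CBLB (-0.82), HIST1H2BN (-0.70) and HIST1H2BB (-0.62) lower. The histones were lower in 8 of 8 (8 adjusted over the list alone, mean -0.45), and 0 of 6 stress genes passed in limma (mean 0.001), or 3 lower relative to the shift (mean -0.21). The intervals of BTG2 (0.097, 95% interval -0.12 to 0.32) and MDM2 (-0.14, -0.35 to 0.063) included 0. The p53 targets gave 8 higher and 4 lower (12 adjusted over the list alone) and a mean of 0.085 (fry adjusted p = 0.0177), which turned to -0.13 (3 higher, 11 lower) relative to the shift and lost its call without the merged DMSO sample (mean 0.084), without H20-NOV replicate 3 (0.067) or without NOV 250 µM replicate 3 (0.058).

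NOV and MTZ at 250 µM differed in 38 genes, 29 higher and 9 lower for NOV, or 16 and 18 relative to a shift of 0.19. B3GNT2 (1.01 ± 0.063), IKBIP (0.97), BTG2 (0.96), CDKN1A (0.94 ± 0.112, limma adjusted p = 4.34e-11), GADD45A (0.87), SMAD5 (0.84), TP53I3 (0.84) and SEL1L (0.80) were higher for NOV, and E2F8 (-0.82), CENPE (-0.66) and HIST1H2BN (-0.61) lower. Of the p53 targets 15 were higher and 1 lower (16 adjusted over the list alone, mean 0.33, fry adjusted p = 6.98e-13), but relative to the shift 8 were higher and 4 lower, and the mean of 0.14 did not pass (adjusted p = 0.073). The histones gave 2 higher and 2 lower (4 adjusted over the list alone, mean -0.045, adjusted p = 0.273), or 1 higher and 3 lower with a mean of -0.23 relative to the shift. With the 3 other vehicles as the control of MTZ, the p53 mean was 0.016 and did not pass, MDM2 (-1.15), RRM2B (-0.70) and BTG2 (-0.30) were lower for NOV and the histones had a mean of 0.50.

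Across the 64 genes the changes after NOV had an r of 0.355 to BL and 0.332 to IR at 250 µM, and of 0.224 and 0.267 at 125 µM. The order of these concentrations turned over the 60 genes with a mean of at least 20 (0.396 and 0.356 at 250 µM, 0.556 and 0.534 at 125 µM) and by Spearman's rho (0.333 and 0.288, 0.473 and 0.462). Over single replicates r to BL ran from 0.225 to 0.512 at NOV 250 µM and from 0.131 to 0.238 at 125 µM. The NOV changes were taken against H20-NOV and those of BL and IR against H2O. These 2 water groups differed in 49 genes, so the NOV values rest on the choice of controls too. At NOV 500 µM r was -0.124 and -0.114. NIT 250 µM had r of 0.09 and 0.036, or 0.199 and 0.125 over the 60 genes, and MTZ 250 µM had 0.141 and 0.07. MTZ at 2 to 125 µM had r between -0.603 and -0.692 to BL and between -0.619 and -0.752 to IR. These values rest on HOAC as the control, from which MTZ at 2 to 125 µM differed in 49 to 54 genes. Likeness was not computed with another control, and against H2O the mean of the p53 targets at 125 µM was 0.019. Genes are not independent replicates, so these correlations carry no p-value.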

Values the study reported

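The study classed NIT and MTZ as non-DDI at every concentration tested with the biomarker. It called NOV DDI at 250 μM, and left 500 μM unclassified with nCounter because the probability of either class was below 0.9. The paper described the probability and principal component calls at 250 μM as borderline, and clustering gave non-DDI for NOV throughout. With its other platform, TempO-Seq, NOV 500 μM was non-DDI. Its assay of DNA strand breaks found damage only at overtly cytotoxic concentrations. As control agents, caffeine at 2 mM was called non-DDI, and bleomycin at 10 μM and radiation at 4 Gy were called DDI. Loss of viability beyond the limit of 50% was seen at 500 and 1,000 μM for NIT and MTZ, and at 1,000 μM for NOV. Declines within the limit were reported at 250 μM for NIT and at 250 and 500 μM for NOV. These classes were not computed here.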

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

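The comparisons between the effects of the chemicals had been planned, and the splits of samples and the tests of scaling, depth, acetic acid and shared runs were chosen only after the results were seen. The difference of 2 effects, each against its own vehicle, was tested itself with limma. For NIT against MTZ, 44 genes differed at 2 µM, 49 at 3.9 µM, 47 at 7.8 µM, 50 at 15.6 µM, 47 at 31.3 µM, 49 at 62.5 µM, 47 at 125 µM and 36 at 250 µM. At 2 µM NIT moved 0 genes against DMSO, while MTZ differed from HOAC in 49. The counts at 2 to 125 µM thus hold the distance of MTZ from HOAC. They are not read as differing effects of the 2 chemicals. NOV and NIT differed at 250 µM in 37 genes. NOV and MTZ differed at 250 µM in 38 genes, and 7 of 100 splits of the samples within each chemical gave as many, the real one included, with 41 the highest of the others, a share that by itself did not exclude chance. The 6 others kept the NOV 250 µM and H20-NOV samples apart and so held the NOV effect itself, and the 88 splits that mixed these samples gave at most 12 genes.

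MTZ at 2 to 125 µM lay nearer to H2O than to HOAC over the panel, with 12 to 41 genes different from H2O and 49 to 54 from HOAC, and MTZ at 250 µM lay near HOAC, with 3 genes different. A scaling factor per sample is argued against as the whole cause, since MTZ 125 µM still differed from HOAC in 48 genes after each sample was centred on its own median. An acetic acid content that rose with the MTZ concentration could place the samples in this order, with MTZ 125 µM at 0.311 of the way from H2O to HOAC, but the published methods state a single content for this range, and no value used here decides it. A culture or run shared by HOAC and MTZ 250 µM stays open too, since the labels give no run: position on that line rose with concentration over 2 to 125 µM (rho 0.735, permutation p = 0.00027, n = 21 samples; r 0.787, 0.725 without the 2 farthest), but NIT (rho 0.909, n = 23) and NOV (rho 0.947, n = 27) also moved along it. The permutation took the 21 samples as independent, which the labels do not state. An effect of MTZ itself at its highest concentration stays open as untested.

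The 2 water groups differed from each other, with TP53I3, LCE1E, RRM2B, GADD45A and other p53 targets higher in H20-NOV. A scaling factor per sample is argued against as the whole cause, since 37 genes differed after centring. A difference in total depth is argued against as well, since the ratio of mean total counts was 1.031 and the ranges of the groups overlapped. Histones made up 71.59 to 72.34% of the total in H20-NOV and 76.69 to 77.75% in H2O. The total therefore does not settle the depth of the other genes. A difference between cultures, days or runs stays open, because the labels give none of these, and no biological explanation was tested. It limits each comparison that rests on a single water group, as the p53 targets of CA changed direction with the water group used.

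CDKN1A, MDM2, BTG2 and PPM1D were lower at NOV 500 µM than at 250 µM while GADD45A and most histone genes were higher. This was no general fall of the p53 targets, since E2F7 (0.62), TRIM22 (0.32) and DDB2 (0.27) were higher and PLK3 (-0.55), TP53I3 (-0.23) and RRM2B (-0.20) lower. A scaling factor per sample is argued against, since CDKN1A, MDM2, BTG2 and PPM1D (4 of 4) remained lower after centring while the histones remained higher. A difference in total depth is argued against, since the ratio of mean total counts was 0.959 with overlapping ranges. Histones made up 74.2 to 74.25% of the total at 500 µM and 65.87 to 67.68% at 250 µM, so it does not settle the depth of the other genes. The scaling steps did not overlap (1.838 to 2.1876 at 500 µM and 1.0994 to 1.8046 at 250 µM). A change in the response of the cells between these concentrations may account for the pattern, and it stays open as untested, since cell survival was not among the values used here.

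For groups of 3 against 3 the 10 possible splits are too few for a share under 0.05. The real split gave 50 genes for BL against H2O and the highest of the other splits 27, 57 and 40 for IR, 43 and 19 for CA, and 49 and 21 for the 2 water groups. For MTZ against HOAC the values were 3 and 9 at 250 µM, where 4 splits gave as many as the real one, and 51 and 36 at 125 µM. For NOV against H20-NOV they were 46 and 11 at 250 µM and 50 and 20 at 500 µM. Where 100 splits were drawn, they tested only whether a chance placing of single samples gave as many genes. That was excluded for HOAC against the other vehicles, with 1 split, the real one, giving 53 genes and the highest of the others 48. It was also excluded for the genes past the threshold at any lower MTZ concentration (58, reached by 2 of 100 splits, highest other 58) and at any lower NOV concentration (35, highest other 30). The same held for the trends of NIT (46, highest other 1), MTZ (44, highest other 22) and NOV (45, highest other 25). A difference shared by the samples of a group, such as a culture or run, was not excluded, since it would stay with the real grouping. Other splits of the MTZ and HOAC samples called up to 58 genes. They were not sorted by whether they kept the real groups apart, so no structure among these samples is read from them.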

How the results depend on the processing

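H2O as the control for MTZ, the 3 other vehicles as its control in differences between chemicals and the counting of all 96 samples separately were chosen only after the results were seen, and the other alternatives had been planned. Division by housekeeping genes was not run, as the table held no values for them. Of counts of genes per comparison or trend under alternatives other than leaving out a replicate, 151 stayed within 1.5 times the main value, 4 were higher and 4 lower, and of counts at single lower concentrations 107 stayed, 18 were higher and 15 lower. Of named genes 3014 values kept direction and side of the threshold, 86 changed direction, 75 lost and 26 gained a call, and of list means the counts were 1111, 68, 35 and 29. Of likeness values, 60 moved by less than the spread between replicates and 44 by more. A pseudocount of 10, the trended variance and the filter on low means changed no direction and no call of a named gene or list. Replicate numbers did not pair the samples, since the mean correlation of residuals was 0.028 for the same number in other groups and -0.014 for other numbers, and 1 of 8 comparisons had all pairs over 0.1. With replicate number as a block and all 96 samples counted separately, the MTZ 250 µM count was 5 in place of 3, where the 96 samples without the block gave 4, and at NIT 3.9, 15.6 and 31.3 µM the counts were 5, 4 and 11 in place of 0, 2 and 7, where the 96 samples without the block gave 5 and 4 at the first 2 of these. The other counts stayed within 1.5 times with the block. The cause was not tested for any of the changes below. Depth limits ARRDC4, PCDH8, SEMG2 and USP41, whose means were under 20.

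Leaving out 1 sample gave 48 to 50 genes for BL, 56 to 57 for IR, 39 to 43 for CA, 38 to 46 for NIT 250 µM, 50 to 52 for MTZ 125 µM, 43 to 46 for NOV 250 µM and 47 to 52 for NOV 500 µM. The range was 2 to 11 for MTZ 250 µM, with 11 without HOAC replicate 3 and 5 without HOAC replicate 2 or MTZ 250 µM replicate 1. It was 21 to 33 for DMSO against water, with 21 without the merged DMSO sample. The mean of the p53 targets ran from -0.021 to 0.063 for MTZ 250 µM, where it passed without HOAC replicate 3, and from 0.058 to 0.113 for the NOV effect minus the NIT effect. With only the groups of the comparison in the fit, the MTZ 250 µM count was 0.

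With each sample centred on its median, the counts were 1 for MTZ 250 µM, 17 for DMSO against water and 21 for NOV below 250 µM. Means turned to -0.56 for the mitosis list and -0.47 for the endoplasmic reticulum and Golgi (ER) list after BL, and to -0.39 for the ER list after IR. At MTZ 125 µM the values were 0.046 for the apoptosis genes, 0.46 for the mitosis list, 0.53 for the stress list and 0.33 for the ER list. The AMPK subunits lay there at -0.093, GADD45A at 0.056 and PPM1D at 0.28. In HOAC the p53 targets lay at -0.053, the mitosis list at -0.37, the stress list at -0.082, the ER list at -0.057 and the genes of other tissues at -0.25. GADD45A (-0.049), PPM1D (-0.22), DDB2 (-0.066) and TP53I3 (-0.24) were also lower there. In DMSO the p53 targets lay at -0.014, the repair genes at -0.041 and the mitosis list at -0.085. Between the water groups the histones lay at -0.01 and the mitosis list at -0.048. The p53 targets lay at -0.13 for NOV minus NIT and at 0.14, no longer past the threshold, for NOV minus MTZ, with the repair genes at -0.051. DDB2 lay at -0.17 at NOV 250 µM, and the NOV slope of PPM1D was -0.002.

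With H20-NOV in place of H2O, BL gave -0.18 for the ER list, -0.05 for the genes of other tissues, -0.34 for TP53I3, -0.21 for LCE1E and 0.077 for RAPGEF2. IR gave -0.29 for the ER list and -0.12 for GADD45A. For CA the means were -0.60 for the p53 targets, -0.67 for the arrest genes, -0.60 for the apoptosis genes and -0.76 for the repair genes. The stress list lay at -0.063, the ER list at -0.15, the AMPK subunits at -0.09 and the genes of other tissues at -0.49. Among genes the CA values were GADD45A -0.30, ACTA2 -0.24, TP53I3 -1.95, RPS27L -0.30, BTG2 -0.44, PPM1D -0.20, DDB2 -0.62 and RRM2B -0.90.

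With DMSO in place of H2O, BL gave 0.059 for the histones, -0.20 for the ER list, 0.05 for HIST1H2BM, 0.08 for HIST1H2BC, 0.13 for HIST1H2BB and 0.12 for HIST1H2BN. IR gave -0.30 for the ER list. For CA the means were -0.32 for the p53 targets, -0.45 for the arrest genes, -0.29 for the apoptosis genes, -0.28 for the repair genes, -0.17 for the ER list and 0.052 for the genes of other tissues, whose test turned lower. Among genes the CA values were ACTA2 -0.18, TP53I3 -0.89, RPS27L -0.21, HIST1H2BM 0.005, DDB2 -0.24 and RRM2B -0.32. With both water groups in place of DMSO, 27 to 35 genes passed at NIT 2 to 31.3 µM, and NIT 250 µM gave 0.22 for the apoptosis genes and 0.28 for ACTA2.

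With the 3 other vehicles in place of HOAC, the MTZ 250 µM count was 52, with the p53 targets at 0.33, the AMPK subunits at 0.43, RBM12B at 0.066, HIST1H1E at 0.13 and DDB2 at 0.24. At MTZ 125 µM the stress list lay at 0.21, the ER list at 0.031, TNFRSF17 at -0.88 and CEBPD at -0.24. HIST1H2BM (-0.008), HIST1H2BC (-0.09), HIST1H2BI (-0.16) and HIST1H2BG (-0.005) turned lower, and ITPKC (0.24), PRKAB2 (0.095) and BTG2 (0.30) higher. For NIT minus MTZ at 250 µM the values were -0.069 for the p53 targets, -0.19 for the arrest genes, -0.43 for the repair genes, -0.41 for the feedback genes and -0.13 for the ER list, with 0.15 for the apoptosis genes and 0.55 for the genes of other tissues, whose tests turned. Among genes they were BTG2 -0.40, ITPKC -0.60, CDKN1A -0.32, B3GNT2 -0.015, DAAM1 -0.42, TNFRSF17 0.20, MDM2 -1.002 and RRM2B -0.73. For NOV minus MTZ they were 0.016 for the p53 targets, no longer past the threshold, -0.155 for the arrest genes, -0.46 for the repair genes, -0.54 for the feedback genes, 0.50 for the histones, -0.06 for the ER list and -0.15 for the AMPK subunits. BTG2 (-0.30), ACTA2 (-0.18), PRKAB2 (-0.52), ITPKC (-0.86), MDM2 (-1.145), DDB2 (-0.23) and RRM2B (-0.70) turned lower, and HIST1H2BB (0.496) and CEBPD (0.43) higher.

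With H2O in place of HOAC, 12 to 31 genes passed at MTZ 2 to 62.5 µM, and the MTZ 250 µM count was 54, with the p53 targets at 0.79, the apoptosis genes at 0.43, the mitosis list at -0.024 and the AMPK subunits at 0.71. RBM12B (0.25), HIST1H1E (0.18) and DDB2 (0.80) turned higher. At MTZ 125 µM the p53 targets lay at 0.019, no longer past the threshold, the arrest genes at 0.22, the repair genes at 0.24 and the feedback genes at 0.006. The stress list lay at 0.33, the ER list at 0.30 and the AMPK subunits at 0.15. TNFRSF17 (-0.998), HIST1H2BM (-0.18), HIST1H2BC (-0.098), HIST1H2BI (-0.16) and CEBPD (-0.49) turned lower. ACTA2 (0.027), CDKN1A (0.14), ITPKC (0.53), RRM2B (0.46), PRKAB2 (0.37), BTG2 (0.58), DDB2 (0.019), PLK3 (0.041), GADD45A (0.33) and PPM1D (0.02) turned higher.

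With H2O in place of H20-NOV, NOV 250 µM gave 0.068 for the histones, 0.37 for TM7SF3 and 0.46 for BRMS1L. NOV 500 µM gave 0.41 for the feedback genes, 0.043 for BRMS1L, 0.13 for EI24, 0.51 for MDM2 and 0.30 for PPM1D, and 62 genes passed below 250 µM, 44 to 53 at each concentration. Without 250 µM, the MTZ slope of HIST1H2BC was 0.007 and that of PPM1D -0.005.

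Likeness by Spearman's rho was 0.082 to IR for CA. NIT gave 0.104 to IR at 7.8 µM, -0.098 to BL and -0.163 to IR at 62.5 µM, 0.017 and -0.079 at 125 µM and 0.109 to BL at 250 µM. MTZ gave -0.575 (3.9 µM), -0.598 (7.8 µM), -0.573 (15.6 µM) and -0.572 (31.3 µM) to BL. To IR it gave -0.657 (2 µM), -0.612 (3.9 µM), -0.615 (31.3 µM) and 0.167 (250 µM). NOV gave 0.046 and 0.116 to BL and IR at 2 µM, 0.12 and 0.205 at 15.6 µM, 0.096 and 0.157 at 31.3 µM and 0.473 and 0.462 at 125 µM.

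Over genes with a mean of at least 20, r to IR was 0.07 for CA. NIT gave 0.241 and 0.192 to BL and IR at 15.6 µM, 0.008 to IR at 125 µM and 0.199 and 0.125 at 250 µM. MTZ gave -0.615 to BL at 3.9 µM, -0.605 and -0.613 at 7.8 µM and 0.209 and 0.163 at 250 µM. NOV gave 0.041 and 0.144 at 2 µM, 0.103 and 0.184 at 15.6 µM, 0.187 and 0.215 at 31.3 µM, 0.556 and 0.534 at 125 µM and -0.022 and -0.034 at 500 µM.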

Other observations

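The genes below were chosen only after the results were seen, and the comparisons had been planned. NIT moved single genes below its highest concentration, in the same limma fit. TNFRSF17, a receptor of the B lineage, which TK6 cells come from, stood at 674.5 ± 27.9 normalised counts in DMSO (SD, n = 2), 424.6 ± 8.5 at NIT 62.5 µM and 257.2 ± 7.3 at 125 µM (n = 3 each), with log2 changes of -0.67 ± 0.091 (SE, adjusted p = 7.78e-09) and -1.39 ± 0.091 (adjusted p = 1.64e-21). CENPE fell from 1648 ± 45.9 to 1156 ± 16.2 at 62.5 µM and 939.8 ± 33.4 at 125 µM, where its log2 change was -0.81 ± 0.069 (adjusted p = 1.69e-16) beside -0.83 at 250 µM. B3GNT2 rose by 0.48 ± 0.05 at 62.5 µM (adjusted p = 9.26e-13) and by 0.65 ± 0.05 at 125 µM (adjusted p = 8.03e-19).

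The same genes were then read after NOV and the control agents. TNFRSF17 had log2 changes of 0.14 ± 0.082 at NOV 125 µM (adjusted p = 0.158) and -0.31 ± 0.082 at 250 µM (adjusted p = 0.000611), where it was at -0.50 relative to the sample medians. After BL and IR it was higher by 0.41 ± 0.082 and 0.42 ± 0.082 (adjusted p = 7.41e-06 and 3.01e-06), which turned to -0.28 and -0.078 relative to the sample medians. B3GNT2 rose by 0.41 ± 0.044 after CA (adjusted p = 8.36e-13), and fell by 0.22 after BL (adjusted p = 8.04e-06). The apoptosis and survival genes were higher for NOV than for NIT at 250 µM in 6 of 7 (mean 0.35, fry adjusted p = 2.65e-13, or 2 higher and 1 lower with a mean of 0.14 relative to the sample medians).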
